A study of Mus musculus with 2 samples.

How the data were processed

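The measurements were droplet single-cell RNA libraries made with the 10X Genomics system, per the labels, from glands of female mice. There were 2 libraries, 1 from glands whose ducts had been clipped for 14 days (the ligated library) and 1 from glands after a mock operation (the mock library). Each came from 2 glands, so the unit of replication is the library and each group has 1. Per the labels' protocols, the dissociated cells were depleted of EpCAM-bearing and Ter119-bearing cells with beads and then of dead cells. The aligner, the genome build, the gene annotation, the filters on cells and the clustering method are not stated in the labels or the file headers.

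The authors deposited 4 tables of cluster means. Per the file headers, one pair of tables covers all cells in 12 clusters and the other pair covers 5 clusters of a subset named after Pdgfra, Pdgfrb and Gli1, each once with both libraries together and once split by condition. The deposited values are linear means, over the cells of a cluster, of a gene's share of the cell's UMIs per 10000 (unit other: neither counts nor CPM). This reading rests on the values: every column sums to 10000, no value is below 0, and each value of a table with both libraries together is the weighted mean of the corresponding split values, with 1 weight per cluster and a largest residual of 9.2e-08. Because no raw counts per cell were used here, no count model was fitted. Calendar dates had replaced 21 gene names in the split tables, and the names were restored from the order of the genes. Of 20140 gene symbols, 19637 were found in a table of mouse gene names. Every value column was assigned to a library or to both libraries together, and 0 columns were left without a sample.

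Cell numbers were recovered from the means. For genes listed at 0 in one library, the ratio of the joint value to the split value is the other library's share of the cluster's cells. The median of that ratio over such genes (split value above 0.05) equalled a least squares weight over all genes in every cluster to the digits printed here. The smallest whole denominator that met the least squares weight within a tolerance of 2e-09 was found up to 20000 cells, and no other denominator fitted. A multiple of it was chosen where values of genes seen in a single cell required one, by asking how many genes gave whole UMI totals within 1e-06. Between 1093 and 1841 genes per cluster did so at the chosen number. The same genes give the UMI total of single cells, which is a biased sample because deeper cells hold more such genes. A total was kept only where at least 2 genes gave it. Cells of the subset were traced to the clusters of all cells through genes whose summed value was equal in both within 1e-09. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only.

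Clusters were called "X-like" from marker lists of 19 cell types. A cluster stayed unnamed where markers of several cell types were detected and no single name held, a judgement made on seeing the markers. Doublets were not called or removed here, and whether the authors removed them is not stated.

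The difference of a gene is log2((ligated + 0.1)/(mock + 0.1)), which understates the change of low genes. A gene is past the size rule where the higher of its values is at least 0.5 and the difference is at least 1 in size. Differences were compared only in clusters with at least 50 cells in each library, which left out clusters 8, 9 and 11 of all cells and clusters 1 and 4 of the subset. There were 17 fixed gene lists: subset genes, fibrillar matrix and crosslinking, basement membrane, contractile, TGF-beta and BMP pathway, hedgehog pathway, inflammatory cytokines and chemokines, interferon response, antigen presentation class II, complement, cell cycle, immediate early and dissociation, hypoxia and glycolysis, salivary epithelial secretory, haemoglobin, mitochondrially encoded and sex transcripts. List genes entered where the mean of both values was at least 0.05, and a list needed 3 such genes. Of 273 list genes, 7 (Cfd, Cst10, Ddx3y, Eif2s3y, Grem1, Kdm5d and Uty) had no row in the tables. The list of sex transcripts gave no value because fewer than 3 of its genes had values. Each list median was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins, and it is called outside the random lists below the 2.5 or above the 97.5 percentile. This percentile describes these libraries and is not a test.

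The lists, markers, thresholds and the rule for naming genes were fixed before the data were examined, as were all alternatives except those named below. Genes are named where they belong to a fixed list or marker list, where they are among the 3 largest rises or falls past the size rule in a compared subset cluster, or where they are among the 5 genes per direction past the rule in the most clusters of all cells. Other genes that the text names were chosen after their values were seen, and this is said where it applies. Single-gene results for some list genes are not reported here. The other settings fixed in advance were pseudocounts of 0.01 and 1, removal of mitochondrial, ribosomal protein and haemoglobin genes with rescaling, centring on the median difference, no minimum or a minimum of 2 for the higher value, a size of 2, no minimum or 0.5 for list genes, the mean in place of the median, 10 bins, least squares for the cell shares, and other weights for the library means. The alternatives chosen after seeing the data were leaving out genes listed at 0 in every cluster of 1 library only, and doing that and also subtracting from each column a share of its library's mean profile. That share was the median level, in the cluster, of marker genes of other cell types, over 7 marker lists and genes with a library mean of at least 0.2 in both libraries. Negative values were set to 0 and the column was rescaled. Subset clusters first took the share of the cluster of all cells that matches them. A further alternative, also chosen after seeing the data, took the share measured in the subset cluster itself. Markers of the types that make it up were left out. In mural-like cluster 2 fibroblast markers were left out too, although 99.65% of its traceable cells came from the mural-like cluster. Fibroblast RNA was therefore not measured there. The text gives the value at this own share for the subset unless it says otherwise. Where the text names the share of 1 marker list, that share was subtracted in the same way, also after seeing the data.

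The steps were tested on simulated data for 3 comparisons, subset clusters 0, 2 and 3, each with 20140 genes. In each, the cell numbers were recovered, 200 of 200 genes changed by a factor of 4 passed the size rule with the right sign, and 0 unchanged genes did. The changed genes were drawn from the more highly expressed genes, and UMI totals came from a fixed distribution instead of the recovered totals. The result therefore does not cover low genes, smaller changes or shallow cells. A separate simulation of counting error alone, drawn from the recovered cell numbers and from the recovered UMI totals weighted by their inverse, gave the number of unchanged genes past the rule in each compared cluster, printed beside the observed numbers. In subset clusters 0, 2 and 3 it gave 0, 16 and 4. Gene positions are not given because the build behind the tables is not stated. GENCODE M21 on the assembly GRCm38 and the RefSeq genes of GRCm38.p6 were used only for gene names and for which genes share exon sequence. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.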

Results

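Salivary glands of female C57BL6/J mice aged 14 weeks were compared after ligation, in which a metal clip closes the ducts so that saliva cannot leave, and after a mock operation that exposed the ducts and left them open. Both were taken 14 days after surgery. Each condition was measured in 1 droplet library made from 2 submandibular and sublingual glands, and the comparison asks how the stroma and the immune cells of the gland differ after the ducts are blocked. Cells bearing EpCAM, a surface protein of epithelial cells, or Ter119, a surface protein of the red blood cell lineage, had been removed with beads, so shares of cells describe what was left after this depletion and not the gland. With 1 library per condition there was no replicate spread to compare with, no difference carries a test or a replicate check, and each describes these 2 libraries.

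The values were mean expression per cluster of cells, in UMIs of a gene per 10000 UMIs of the cell, where a UMI (unique molecular identifier) marks 1 captured RNA molecule. The tables held 20140 genes in 12 clusters of all cells and in 5 clusters of a subset named after Pdgfra, Pdgfrb and Gli1, which are receptor and transcription factor genes used to mark fibroblasts and the mural cells around vessels. The means allowed cell numbers to be recovered, which came to 11406 cells in the ligated library and 4199 in the mock library. UMI totals could be recovered for 2172 ligated cells, with a median of 6722 (range 502 to 64065), and for 607 mock cells, with a median of 6564 (range 521 to 44794). Cells with many UMIs are more likely to be among these, so the medians are not those of all cells.

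The largest cluster, cluster 0, was endothelial-like by its markers and held 2948 ligated and 2363 mock cells. That was 25.85% of the ligated library (exact Clopper-Pearson 95% interval 25.04 to 26.66) and 56.28% of the mock library (54.76 to 57.78). These intervals cover counting error only and say nothing about the spread between animals. The median ratio and least squares gave the same ligated share of each cluster's own cells in all 17 clusters. Natural killer-like cells of cluster 1 made up 29.4% of the ligated cells (28.56 to 30.24) and 16.17% of the mock cells (15.07 to 17.32). T cell-like cells of cluster 2 made up 12.21% (11.62 to 12.83) and 3.69% (3.14 to 4.31), and macrophage-like cells of cluster 5 made up 5.96% (5.53 to 6.41) and 1.83% (1.45 to 2.29). Fibroblast-like cells of cluster 3 were 10.07% of the ligated library (9.53 to 10.6) and 4.48% of the mock library (3.87 to 5.15), from 1149 and 188 cells. Mural-like cells of cluster 6 took similar shares, 3.68% (3.34 to 4.04) and 3.83% (3.27 to 4.46), and their intervals overlapped. Cells that had passed the depletion included a ductal-like cluster 7, with 278 ligated and 201 mock cells and a median recovered total of only 1094 UMIs, and an erythroid-like cluster 10, with 60 and 85 cells. Erythroid genes led cluster 10, but 9 of 11 endothelial and 8 of 13 macrophage markers were detected in it as well. Cluster 4 was a second endothelial-like cluster with the lymphatic gene Ccl21a among its leading genes, and cluster 9 was Schwann-like. Cluster 11 held cycling cells and was also led by the neutrophil genes S100a8 and S100a9. Genes of acinar cells led cluster 8, but 10 of 11 fibroblast and 9 of 11 endothelial markers were detected in it as well, and it was left unnamed. Clusters 8, 9 and 11 held 25, 17 and 22 mock cells and were not compared. Doublets, droplets that captured a pair of cells, were not removed here.

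**Figure D1:**
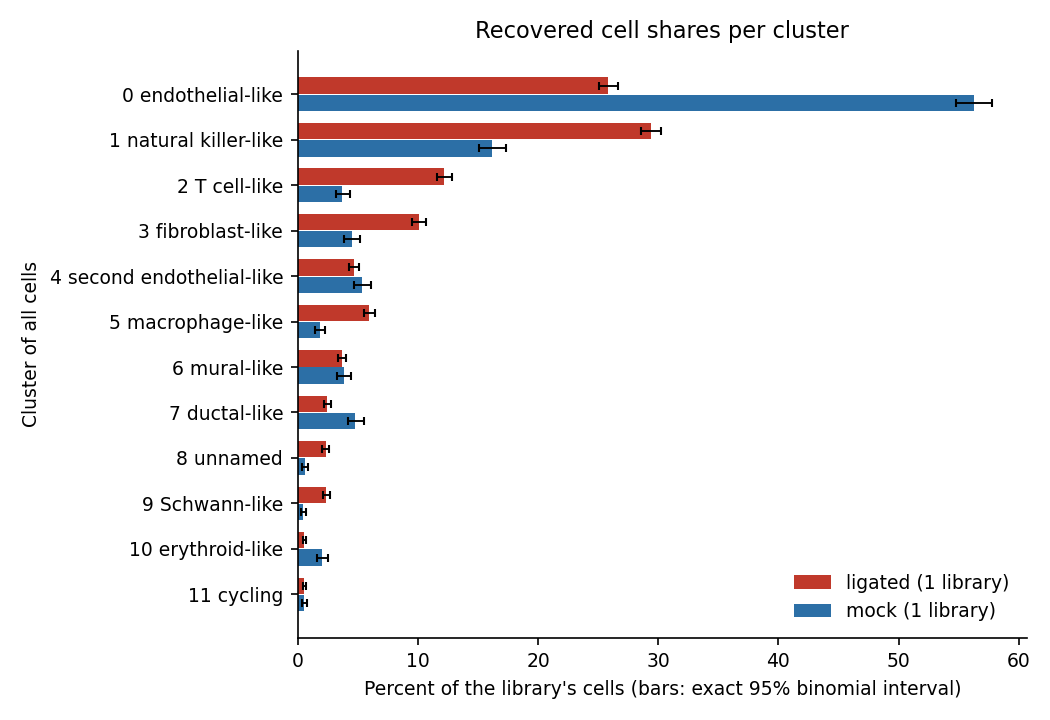
Share of each library's cells (horizontal axis, percent) in the 12 clusters of all cells (vertical axis), for the ligated and the mock library, 1 library each, with exact 95% binomial intervals for counting error. Cluster 0 took 25.85% of the ligated and 56.28% of the mock cells, while clusters 1, 2, 3 and 5 took larger shares of the ligated library.

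The subset named after Pdgfra, Pdgfrb and Gli1 held 1935 ligated cells, 16.96% of that library (exact interval 16.28 to 17.67), and 401 mock cells, 9.55% (8.68 to 10.5). It contained 99.947% of the summed Pdgfra expression of all cells, 99.917% of that of Pdgfrb and 100% of that of Gli1, so in practice any cell with a UMI of these genes had entered it. Its cluster 0 was fibroblast-like with 949 ligated and 167 mock cells, and 98.2% of its 499 traceable cells came from fibroblast-like cluster 3 of all cells. Its cluster 2 was mural-like with 274 and 128 cells, of which 99.65% of 287 traceable cells came from mural-like cluster 6. Cluster 3 of the subset, with 260 and 82 cells, was endothelial-like by its markers. Of its 132 traceable cells, 21.21% came from endothelial-like cluster 0 and 9.85% from the second endothelial-like cluster of all cells, beside 33.33% from the fibroblast-like and 30.3% from the mural-like cluster. Cluster 1 was led by lymphocyte genes, drew 36.5% of its 200 traceable cells from the fibroblast-like cluster and smaller shares from most others, and was left unnamed. It held 435 ligated and only 14 mock cells. Cluster 4, a second fibroblast-like cluster, held 17 and 10 cells, and neither of these was compared.

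Within clusters, a gene was counted as past the size rule when its higher value was at least 0.5 and the difference log2((ligated + 0.1)/(mock + 0.1)) was at least 1 in size. In endothelial-like cluster 0 this held for 254 genes, 151 higher and 103 lower in the ligated library. The thresholds moved this number most, to 532 without a minimum for the higher value and to 78 both with a higher value of at least 2 and with a pseudocount of 1 in place of 0.1. Leaving out genes listed at 0 in every cluster of 1 library only gave 160, and also subtracting a share of the library's mean profile gave 138. The natural killer-like cluster had 132 genes past the rule (87 higher, 45 lower) and 60 without genes listed in 1 library only. The T cell-like cluster had 158 (91 higher, 67 lower) and 87. In the fibroblast-like cluster 368 genes passed (168 higher, 200 lower), but the balance depended on the threshold, with 97 higher and 60 lower at a size of at least 2 and 38 higher and 72 lower at a higher value of at least 2. The rule also held for 239 genes in the second endothelial-like cluster (129 and 110), 270 in the macrophage-like cluster (132 and 138) and 383 in the mural-like cluster (200 and 183). In each of these 3 clusters a higher value of at least 2 put more genes on the other side (26 higher and 36 lower, 29 and 22, and 48 and 61). Counting error alone, simulated from the recovered cell numbers and UMI totals, put 0 genes past the rule in clusters 0, 1, 2, 3 and 4, 49 in the macrophage-like and 3 in the mural-like cluster. The ductal-like cluster had 861 genes past the rule (482 and 379), and the simulation gave 188. The erythroid-like cluster had 753 (689 and 64), and the simulation gave 67. In this last cluster the median difference over genes was 0.499, and centring on it left 377 genes, of which 220 were higher and 157 lower. The median was 0.0764 when mitochondrial, ribosomal protein and haemoglobin genes were left out and the columns rescaled. Hbb-bs alone stood at 934 in the ligated and 2595 in the mock cells there. Most of the shift therefore followed from the shares these genes took of the columns.

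Genes that passed the rule the same way in all 9 compared clusters numbered 34 higher and 9 lower. By the naming rule these included Tle5, Gas5, Atp5mpl, Atp5md and Rnasek among the higher genes and Aes, Usmg5, 2010107E04Rik, Atp5o.1 and Minos1 among the lower ones. Of these, all but Rnasek were listed at 0 in every cluster of the other library. In cluster 0, for example, Tle5 stood at 2.80 in the ligated library and was listed at 0 in the mock library, while Aes stood at 2.99 in the mock library and was listed at 0 in the ligated library. Altogether 3150 genes were above 0 only in the ligated library, summing to 1.09% of that library's expression, and 684 only in the mock library, summing to 0.652%. Among the 113 mock-only symbols with a library mean of at least 0.1, 91 (80.5%) shared a gene record with a ligated-only symbol, and in all 91 the ligated symbol was the current one. Levels within these pairs, with the ligated library weighted to the cell mix of the mock library, differed by a median of 0.13 on the log2 scale, against 0.85 for randomly matched symbols, and 89 pairs lay within a factor of 2 after 0.1 was added to both levels. Aes and Tle5 were such a pair (4.13 in the mock library and 4.09 in the ligated library at the mock cell mix), as were Usmg5 and Atp5md (3.22 and 2.73), 2010107E04Rik and Atp5mpl (2.86 and 2.92), Minos1 and Micos10 (2.06 and 1.89), and Fam198b and Gask1b (1.68 and 0.713).

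**Figure D2:**
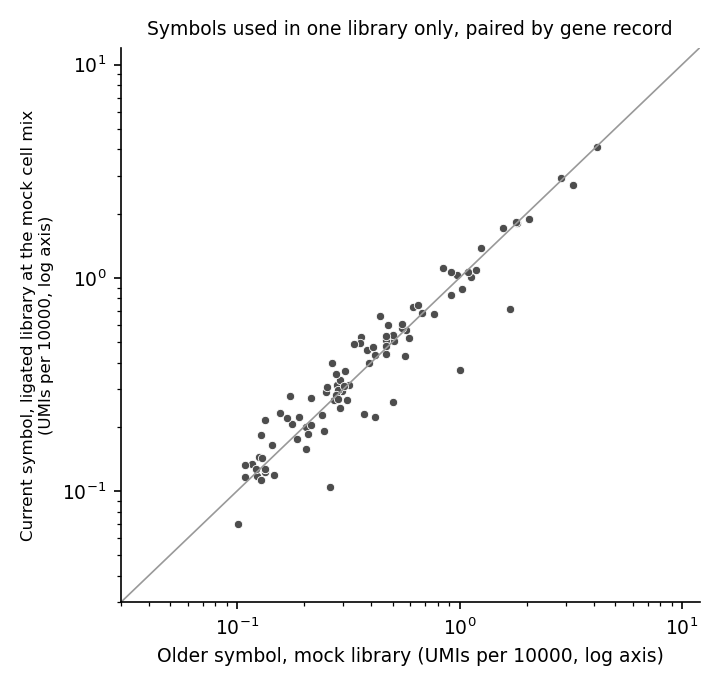
Library mean (UMIs per 10000, log axes) of the older symbol in the mock library (horizontal) and of the current symbol in the ligated library weighted to the mock cell mix (vertical), for the 91 pairs whose mock level was at least 0.1. The line marks equal levels, and 89 pairs lay within a factor of 2 of it after 0.1 was added to both levels.

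Without genes listed in 1 library only, 16 genes were higher and 1 was lower in all 9 compared clusters. The same naming rule then gave Rnasek, Atp6v0c, Nme2, Rpl13a and Tomm6 as higher in all 9, with mean differences of 4.71, 4.61, 4.51, 3.29 and 3.19. AY036118 was lower in all 9 with a mean difference of -2.60, and Coro1b, Lars2, Nxf1 and Spag7 were lower in 8, with mean differences of -2.32, -1.47, -1.42 and -1.35. Of these 17 genes, 11 (64.7%) share exon sequence on the same strand with another annotated gene, among them Rnasek, Nme2, Rpl13a, Tomm6 and AY036118. The share was 12.4% (174 of 1398) among genes expressed in every compared cluster. Their values are therefore uncertain, because reads in shared sequence can be assigned to either gene.

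Averaged over each library's own mix of cells, 478 genes passed the size rule, 244 higher and 234 lower in the ligated library. With the cluster mix of the mock library applied to both, 199 passed (107 higher and 92 lower), and with equal weight for every cluster 202 passed. The mix of cells thus changed the number of genes past the rule by more than a factor of 2.

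Marker genes of cell types other than the cluster's own were present in every compared cluster and stood higher in the ligated library in 49 of 50 pairs of a marker list and a cluster. In endothelial-like cluster 0 such markers stood at a median of 9.41% of the library mean in the ligated library and 2.85% in the mock library. The fibroblast-like cluster gave 9.53% and 3.45%, the macrophage-like cluster 24.1% and 5.28%, and the mural-like cluster 22.8% and 0.703%. Klk1, a kallikrein gene of ductal cells, stood at 2.05 in the ligated and 0.286 in the mock cells of cluster 0, with library means of 24.9 and 16.95. Values near these shares of the library mean cannot be read as expression by the cluster's own cells. In the subset such markers stood lower, at 6.16% and 3.04% in fibroblast-like cluster 0, 5.62% and 0% in mural-like cluster 2 and 5.65% and 0.597% in endothelial-like cluster 3, and these shares were used for subtraction there. This choice was made after the values were seen, and the shares of the matching clusters of all cells had been used before it. In mural-like cluster 2 those took away more than the whole ligated value of Klk1, Dcn, Id2 and Cd74. The subset shares left out fibroblast markers in cluster 2, and fibroblast and mural markers in cluster 3. Where subtraction of the library's mean profile removed or reversed the difference of a gene named below, the value after subtraction is given.

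**Figure D3:**
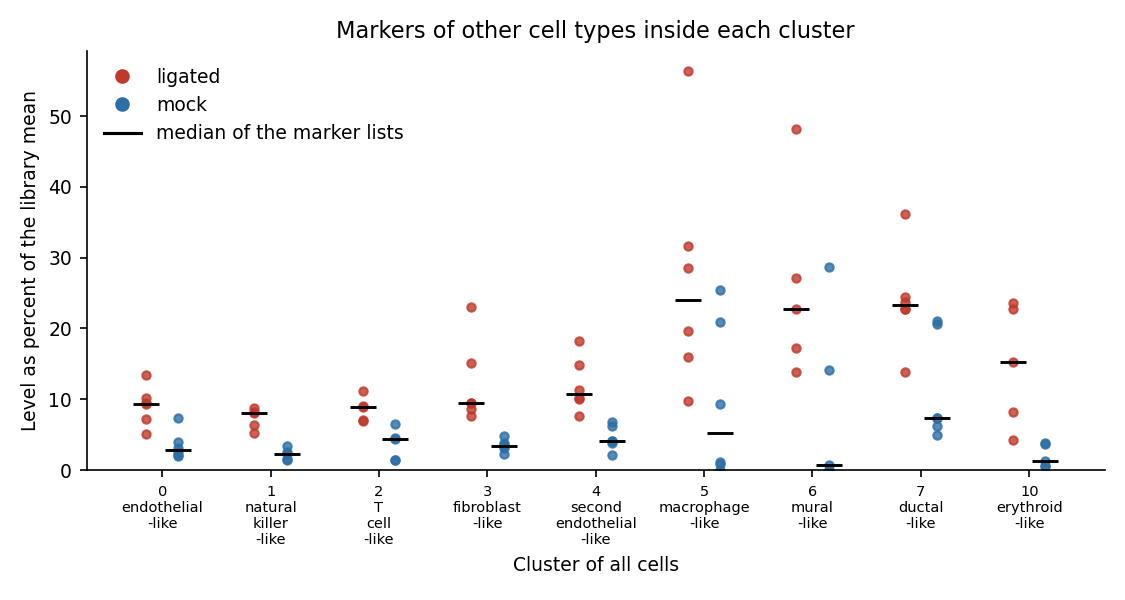
Level of each marker list of another cell type in each compared cluster (horizontal axis), as a percent of the library mean (vertical axis), with 1 point per list and library and a bar at the median over lists. In cluster 0 the medians were 9.41% (ligated) and 2.85% (mock), and in mural-like cluster 6 they were 22.8% and 0.703%.

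The fixed gene lists were placed among random lists matched on expression. Over the compared clusters of all cells, 131 list medians could be formed, of which 46 lay above and 22 below the central 95% of random lists, where 6.55 are outside by construction. A minimum mean of 0.5 for list genes moved these calls most: 32 of the 68 stayed outside on the same side, 14 moved inside and 22 gave no value. After subtraction of the mean profile, 42 of the 68 stayed outside on the same side, 13 moved inside, 3 moved to the other side and 10 gave no value. Complement genes lay above random lists in 8 of 9 clusters (medians 0.25 to 1.81), class II antigen presentation genes in 7 and below in 1 (-0.39 to 2.43), and interferon response genes in 7 (0.19 to 1.12). Inflammatory cytokines and chemokines lay above in 6 (-0.155 to 1.28), and so did fibrillar matrix and crosslinking genes, which lay below in 1 (-0.38 to 1.51). Basement membrane genes lay below in 5 clusters and above in 1 (-0.68 to 0.45), and haemoglobin genes lay below in 5 (-1.79 to 0.072). Salivary secretory genes lay above in 3 and below in 4 (-0.85 to 1.31), and immediate early and dissociation genes above in 3 and below in 1 (-0.31 to 0.84). Cell cycle genes lay above in 2 (-0.092 to 0.65), mitochondrially encoded genes above in 1 and below in 2 (-0.28 to 0.79), and hedgehog pathway genes below in 1 of 5 (-0.385 to 0.52). Contractile genes (-0.59 to 0.58) and TGF-beta and BMP pathway genes (-0.31 to 0.69) each lay above in 1 and below in 1. Hypoxia and glycolysis genes lay inside the random lists in all 9 (-0.27 to 0.39). Medians of the erythroid-like cluster carry its median shift of 0.499, and the immediate early median of 0.84 in this cluster was 0.343 after centring.

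In the subset, the genes that gave it its name were compared first. Pdgfra stood at 8.90 in the ligated and 11.5 in the mock cells of fibroblast-like cluster 0 (difference -0.36). Pdgfrb stood at 4.63 and 2.23 there (1.02). In mural-like cluster 2, Pdgfrb stood at 17.45 and 15.2 (0.20), and Pdgfra at 0.125 in the ligated cells and was listed at 0 in the mock cells, a level too low to compare (difference 1.17, but 3.76 with a pseudocount of 0.01 and 0.17 with 1). Cells had entered the subset by expressing these genes, so differences inside it depend on that selection. Among all cells Pdgfrb stood at 12.64 and 12.74 in mural-like cluster 6 (-0.0115), 4.18 and 2.14 in fibroblast-like cluster 3 (0.94), and Pdgfra at 8.145 and 10.92 in the latter (-0.42). Gli1 was near the floor in both libraries, at 0.0525 and 0.0506 in cluster 0 and at 0.076 and 0.0835 in cluster 2. The list of these subset genes had medians of 0.017, 0.20 and 0.43 in clusters 0, 2 and 3, inside the random lists in each.

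By the size rule, 377 genes passed in fibroblast-like subset cluster 0 (178 higher and 199 lower), 344 in mural-like cluster 2 (172 and 172) and 433 in endothelial-like cluster 3 (259 and 174). Counting error alone gave 0, 16 and 4. The thresholds moved these numbers most as well, to 774, 883 and 945 without a minimum for the higher value, to 116, 87 and 133 with a pseudocount of 1 and to 119, 83 and 137 with a higher value of at least 2. The balance in cluster 0 went from more lower to more higher genes at a size of at least 2 (100 and 64), and with a higher value of at least 2 it was 44 and 75. In cluster 2 these settings gave 95 higher and 57 lower, and 32 and 51. In cluster 3 a higher value of at least 2 left 64 higher and 73 lower. The 3 largest rises in cluster 0 were Gas5 (5.45), Ccn2 (3.56) and Atp6v0c (3.05 against 0.00784), of which Gas5 and Ccn2 were listed at 0 throughout the mock library. Ccn2 is the current symbol of Ctgf, which was listed only in the mock library. The 3 largest falls were Wfdc12 (0.0464 against 7.05), Fam198b (listed at 0 against 4.67) and Dcpp3 (0.0411 against 4.26). Dcpp3 is a gene of acinar cells, and its mean over the whole library was 0.0604 in the ligated and 3.81 in the mock library. Its difference in cluster 0 was -4.95, and -4.97 after subtraction. In cluster 2 the rule named Gas5, Atp5mpl and Micos10 as rises and Usmg5, Aes and 2010107E04Rik as falls, all of them listed in 1 library only. In cluster 3 it named Spp1 (5.52 against 0.0465), Gas5 and Pakap.1 as rises and Fam198b, Aes and 1700020I14Rik as falls, and all of these except Spp1 were listed in 1 library only. Applied again without such genes, a step chosen after the values were seen, the rule named Thbs4 (10.1 against 0.294) and Spp1 (30.6 against 1.10) beside Atp6v0c as rises in cluster 0. The falls there were Wfdc12, Dcpp3 and Dcpp1. In cluster 2 it named Atp6v0c, Nme2 and Rnasek as rises, and Hbb-bs (0.439 against 6.81), Ogn (0.243 against 2.75) and Fam220a (0.00858 against 0.672) as falls. In cluster 3 the rises were Spp1, Thbs4 and Atp6v0c, and the falls were the haemoglobin genes Hbb-bs (0.726 against 19.7), Hba-a1 and Hba-a2. After subtraction Hbb-bs differed by -4.96 in cluster 2 and by -5.23 in cluster 3. The mock shares subtracted were only 0% and 0.597%, so this cannot tell whether the mock values came from other cells. The mean of Hbb-bs over the whole library was 5.755 in the ligated and 53.91 in the mock library.

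Of 48 list medians in the compared subset clusters, 19 lay above and 10 below the random lists, and 2.40 are outside by construction. With a minimum mean of 0.5 for list genes, 17 of the 29 stayed outside on the same side, and after subtraction of the mean profile 26 did and 3 moved inside. With the larger shares of the matching clusters of all cells 21 stayed, 5 moved inside, 1 moved to the other side and 2 gave no value. Fibrillar matrix and crosslinking genes had a median of 0.135 in fibroblast-like cluster 0, at the 97.99 percentile of random lists, with 23 of 39 genes higher. With a minimum mean of 0.5 for list genes the median was 0.092 and lay inside. Individual genes of this list went both ways in cluster 0. Col8a1 stood at 4.40 in the ligated and 0.338 in the mock cells (difference 3.36), Timp1 at 6.96 and 1.23 (2.41), Postn at 4.72 and 1.125 (1.98), Fmod at 0.692 and 0.112 (1.90) and Lox at 3.63 and 1.49 (1.23). Mmp2 was lower, at 5.84 and 12.99 (-1.14), as was Fn1, at 0.737 and 1.63 (-1.05). In mural-like cluster 2 the list median was -0.24, below the random lists, but it lay inside with the mean in place of the median (-0.022) and without a minimum for list genes (-0.093). Ogn and Postn were lower there, Postn at 2.92 and 6.47 (-1.12). Dcn was higher at 1.22 and 0.311 and differed by 0.89 after subtraction. The share used left out fibroblast markers, so fibroblast RNA remains open as a source of Dcn. At the larger share of the matching cluster Dcn differed by -1.86, with its whole ligated value taken away. In endothelial-like cluster 3 the median was 1.54 with 36 of 38 genes higher, among them Col1a1 at 9.87 and 1.11 (3.04), Col3a1 at 14.4 and 2.55 (2.45) and Bgn at 12.1 and 1.89 (2.61). Ccn2 was counted here too, and without genes listed in 1 library only the median was 1.51, above the random lists. Fibroblast markers outside the matrix list had a median of 0.66 in the same cluster.

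**Figure D4:**
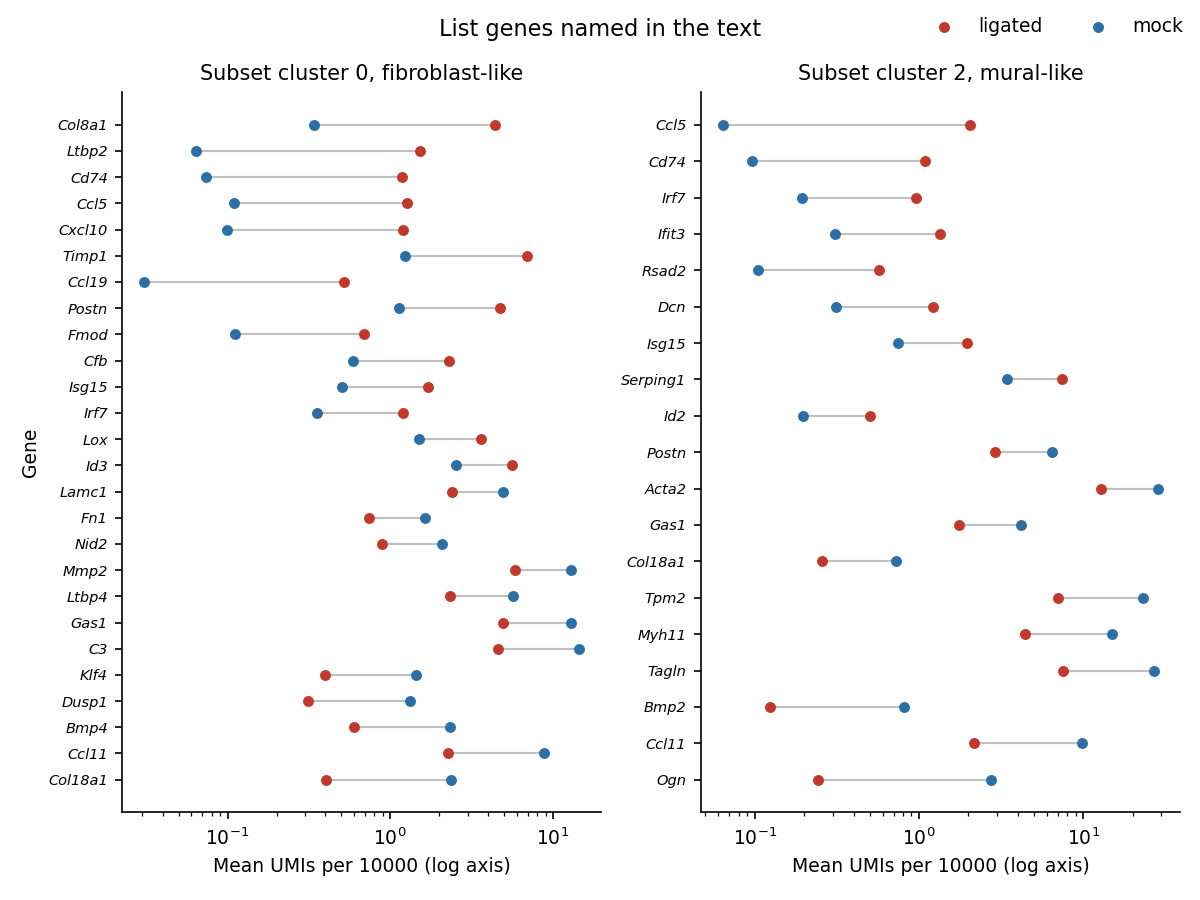
Mean expression in the ligated and the mock library (horizontal axes, UMIs per 10000, log scale) of list genes named in the text that were past the size rule in subset clusters 0 and 2, 1 library per condition, leaving out genes listed at 0 in a library and the salivary, haemoglobin and mitochondrial lists. In cluster 0 Col8a1 stood at 4.40 and 0.338, and in cluster 2 Tagln stood at 7.55 and 27.1, while after the library's mean profile was subtracted the difference of Id2 in cluster 2 fell to 0.115 and nothing was left of the ligated value of Ccl5 in either cluster.

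Contractile genes had a median of 0.34 in fibroblast-like cluster 0, with 7 of 9 genes higher, and -0.83 in mural-like cluster 2, with all 11 genes lower. In cluster 2 Tagln stood at 7.55 in the ligated and 27.1 in the mock cells (-1.83), Myh11 at 4.42 and 14.9 (-1.73), Tpm2 at 7.03 and 23.0 (-1.69) and Acta2 at 12.8 and 28.6 (-1.15). Recovered UMI totals there had a lower median in ligated (3381) than in mock cells (5579), so entry to the subset may differ between the libraries. In mural-like cluster 6 of all cells these totals had medians of 4948 and 6530, and the contractile median was -0.588. After subtraction the contractile medians of the subset were 0.39 in the fibroblast-like and -0.756 in the mural-like cluster, both still outside the random lists. In fibroblast-like cluster 3 of all cells the contractile median was 0.032, inside, when the share of mural markers (23.1% and 4.84%) was subtracted. With a minimum mean of 0.5, the fibroblast-like median of 0.342 rested on 5 genes and lay inside. In cluster 3 the contractile median was -0.87. Basement membrane genes had medians of -0.58 in cluster 0 and -0.45 in cluster 2, both below the random lists, and -0.17 in cluster 3, inside them. Col18a1 stood at 0.401 and 2.38 in cluster 0 (-2.30), Nid2 at 0.885 and 2.07 (-1.14) and Lamc1 at 2.395 and 4.97 (-1.02).

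TGF-beta and BMP pathway genes had medians of 0.13 and 0.24 in the fibroblast-like cluster 0 and the mural-like cluster 2, above the random lists, and 0.046 in cluster 3. In the mural-like cluster this median was 0.053, inside the random lists, after subtraction. Ltbp2 (1.52 and 0.0642, difference 3.30) and Id3 (5.61 and 2.52, 1.12) were higher in cluster 0, while Bmp4 (0.598 and 2.32, -1.79) and Ltbp4 (2.335 and 5.68, -1.25) were lower. Bmp2 was lower in cluster 2, at 0.1235 and 0.809 (-2.02). Hedgehog pathway genes lay below the random lists in cluster 0 (-0.39), where Gas1 stood at 4.91 and 12.9 (-1.37), and inside them in clusters 2 (-0.105) and 3 (0.41).

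Immune lists were higher in all 3 compared subset clusters. Interferon response genes had medians of 0.35, 0.66 and 0.345 in clusters 0, 2 and 3, and after subtraction 0.38 in the fibroblast-like, 0.57 in the mural-like and 0.36 in the endothelial-like cluster, all still above the random lists. Isg15 stood at 1.71 and 0.507 in cluster 0 (1.57) and at 1.96 and 0.746 in cluster 2 (1.28), Irf7 at 1.19 and 0.3525 in cluster 0 (1.51), and Ifit3 at 1.345 and 0.307 in cluster 2 (1.83). Rsad2 of the same list was higher in cluster 2 (0.5725 and 0.104, 1.72, but 0.0598 after subtraction at the larger share) and lower in cluster 3 (3.99 and 10.8, -1.41). Inflammatory cytokines and chemokines had medians of 0.54, 0.58 and 1.38. With a minimum mean of 0.5 for list genes the median in cluster 3 was -0.693. Cxcl10 was higher in cluster 0 at 1.19 and 0.09915 (2.70), and Ccl19 at 0.519 and 0.0308 (2.24), while Ccl11 was lower in both cluster 0 (2.26 and 8.78, -1.91) and cluster 2 (2.15 and 9.89, -2.15). In cluster 3 Cxcl12 was lower, at 12.55 and 52.8 (-2.06). Ccl5 was higher in cluster 0 at 1.27 and 0.109, but nothing of it was left after subtraction, and the mural-like median of this list then lay inside the random lists (0.26). Complement genes had medians of 0.64, 1.36 and 1.52. In cluster 0 Cfb was higher (2.28 and 0.588, 1.79) and C3 lower (4.62 and 14.5, -1.63), and after subtraction the median of the fibroblast-like cluster was 0.33, still above the random lists. At the larger share of the matching cluster of all cells this median was -0.00962. Serping1 was higher in cluster 2 (7.395 and 3.45, 1.08). Class II antigen presentation genes had medians of 2.05, 2.26 and 1.72, over 4, 4 and 6 genes. Cd74 stood at 1.18 and 0.074 in cluster 0 (2.87), or 2.49 after subtraction. It stood at 1.08 and 0.0967 in cluster 2 (2.59), or 1.43 after subtraction. At the larger shares of the matching clusters of all cells, Cd74 differed by 0.411 in cluster 0 and by -0.725 in cluster 2. H2-Aa still differed by 1.34 in cluster 0 at that share. Macrophage markers alone stood at 9.36% in the ligated cells of cluster 0, above the 6.16% subtracted. Macrophage RNA therefore remains open as a source of Cd74 there. After subtraction at each cluster's own share the list medians stayed above the random lists. They were 1.75 in the fibroblast-like, 1.41 in the mural-like and 1.24 in the endothelial-like cluster.

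Immediate early and dissociation genes lay below the random lists in cluster 0 (-0.29), above them in cluster 2 (0.28) and inside in cluster 3 (-0.25). In the mural-like cluster the median was 0.121, inside, after subtraction. In cluster 0 Dusp1 stood at 0.311 and 1.32 (-1.78) and Klf4 at 0.396 and 1.45 (-1.65). Salivary epithelial secretory genes lay below in cluster 0 (-1.23, 10 genes) and above in cluster 2 (2.26, 4 genes), and inside in cluster 3 (0.54). In cluster 2 Klk1 stood at 3.08 and 0.244 (3.21), or 2.45 after subtraction. When the share of ductal markers (13.7% and 0.721%) was subtracted there, the list median was 0.295, inside. Haemoglobin genes had medians of -0.445 in cluster 0, inside the random lists, and -2.23 and -3.17 in clusters 2 and 3, below them. Cell cycle genes (0.067, 0.066 and -0.16), hypoxia and glycolysis genes (-0.054, -0.067 and -0.23) and mitochondrially encoded genes (-0.27, -0.09 and 0.205) lay inside the random lists in clusters 0, 2 and 3.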

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

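The subtraction of the library's mean profile, the use of each subset cluster's own share or the share of a single cell type in it, and the omission of genes listed in 1 library only were chosen after the results in this part had been seen. The differences between clusters in this part are differences of list medians, and none was tested, because each condition has 1 library.

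In the tables of all cells, 8 lists lay above the random lists in some cluster and below them in another. Fibrillar matrix genes stood at 1.51 in ductal-like cluster 7 and at -0.38 in mural-like cluster 6, which is 1.89 apart. Basement membrane genes were 1.13 apart (0.45 in the natural killer-like and -0.68 in the mural-like cluster), and contractile genes were 0.88 apart (0.29 in the fibroblast-like and -0.59 in the mural-like cluster). TGF-beta and BMP pathway genes were 0.996 apart (0.69 in the ductal-like and -0.31 in the second endothelial-like cluster). Class II antigen presentation genes were 2.82 apart (2.43 in the fibroblast-like and -0.39 in the macrophage-like cluster), and immediate early genes 1.16 apart (0.84 in the erythroid-like and -0.31 in the macrophage-like cluster). The median difference over genes of the erythroid-like cluster was 0.499, and 0.0764 without mitochondrial, ribosomal protein and haemoglobin genes. After centring the immediate early medians were 0.343 and -0.34, so much of the difference of 1.16 is that shift. Salivary secretory genes were 2.16 apart (1.31 in the mural-like and -0.85 in the ductal-like cluster), and mitochondrially encoded genes 1.07 apart (0.79 in the ductal-like and -0.28 in the T cell-like cluster).

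Gene symbols from different annotation releases could create such differences where list genes are listed in 1 library only. Without these genes all 8 lists were still on opposite sides of the random lists, which goes against this explanation.

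RNA from other cells in the droplets may also move a list, and the result after subtraction went several ways. These higher medians in the ductal-like cluster moved inside random lists, which fits: fibrillar matrix (0.51), TGF-beta and BMP (-0.055) and mitochondrially encoded genes (-0.45). So did salivary genes in the mural-like cluster (-0.0995). Of the lower medians, contractile genes in the mural-like cluster (-0.31) and class II genes in the macrophage-like cluster (-0.12) also moved inside. More was subtracted from the ligated library for 12 of 12 and 8 of 8 of these genes. Their move towards 0 therefore came from the rescaling and decides nothing. In the matching subset cluster 2, 11 of 11 contractile genes were lower. Their median stayed below the random lists at that cluster's own share, and was -0.577 at the larger share. Other medians of all cells stayed outside on the same side, but this does not exclude such RNA. The cause cannot be told apart. Contractile genes in the fibroblast-like cluster stayed at 0.29, but moved inside (0.032) when the share of mural markers (23.1% and 4.84%) was subtracted. For class II genes there (2.00) the mock values of all 4 genes were set to 0, and at the share of macrophage markers (15.1% and 3.52%) no value was left. For immediate early genes in the erythroid-like cluster (0.905) macrophage and endothelial RNA was not measured, because these types share the cluster. Salivary genes in the ductal-like cluster (-0.53) moved inside at the share of natural killer, T cell, macrophage or mural markers (-0.38 for mural), and no share was measured for acinar cells. The subtraction takes more from the ligated library for most genes, so a list that is already lower can be pushed further down, and such an outcome decides nothing. This applies to fibrillar matrix (-0.72) and basement membrane (-0.71) in the mural-like cluster, TGF-beta and BMP (-0.46) in the second endothelial-like cluster, immediate early genes in the macrophage-like cluster (-0.45) and mitochondrially encoded genes in the T cell-like cluster (-0.296). Basement membrane genes gave no value in the natural killer-like cluster.

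In the subset, 4 lists lay on opposite sides. Fibrillar matrix genes were 1.78 apart (1.54 in endothelial-like cluster 3 and -0.24 in mural-like cluster 2), and contractile genes 1.21 apart (0.34 in fibroblast-like cluster 0 and -0.87 in cluster 3). Immediate early genes were 0.57 apart (0.28 in cluster 2 and -0.29 in cluster 0), and salivary secretory genes 3.49 apart (2.26 in cluster 2 and -1.23 in cluster 0).

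Here too, symbols from different annotation releases could not account for the opposite sides, since all 4 lists stayed on opposite sides without genes listed in 1 library only. RNA from other cells may account for the immediate early median of mural-like cluster 2, which moved inside the random lists after subtraction at the cluster's own share (0.121). For the other lists that were higher it cannot be told apart. Fibrillar matrix genes in cluster 3 stayed at 1.54, but the share used there left out fibroblast markers, so fibroblast RNA was not subtracted. Salivary genes in cluster 2 stayed at 1.87, but moved inside (0.295) at the share of ductal markers (13.7% and 0.721%), and in the matching mural-like cluster of all cells they also moved inside. Contractile genes in cluster 0 stayed above at 0.391 and at the share of mural markers (0.421), but in the matching fibroblast-like cluster they moved inside at that share. For the lists that were lower the subtraction decides nothing, since it did not move them towards 0: fibrillar matrix in cluster 2 (-0.305), contractile genes in cluster 3 (-0.888), and immediate early (-0.393) and salivary genes (-1.23) in cluster 0. The subtraction itself can remove too much, as in the macrophage-like cluster of all cells, where the matrix median went from 0.77 to -1.18. A difference between the animals, the operations or the preparation of the libraries, and a difference caused by ligation, were not tested and remain open.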

How the results depend on the processing

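The omission of genes listed in 1 library only, alone or together with subtraction of a share of the library's mean profile at either share, was chosen after the results had been seen, and all other settings were planned. No paired analysis was possible because each condition has 1 library. Except where the construction shows it, the cause of a change was not tested.

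A pseudocount of 1 shrinks every difference by construction. The numbers of genes past the size rule fell to 78, 53, 56, 112, 73, 65, 106, 151 and 127 in clusters 0, 1, 2, 3, 4, 5, 6, 7 and 10 of all cells, and to 116, 87 and 133 in subset clusters 0, 2 and 3. Genes past it in every compared cluster were 14 higher and 3 lower. In subset cluster 0 the contractile median was 0.148, and in subset cluster 2 the matrix, basement membrane and contractile medians were -0.087, -0.232 and -0.473. The difference of Pdgfra in subset cluster 2 was 0.17, and with a pseudocount of 0.01 it was 3.76. Of 68 list calls in all cells, 65 were kept with each pseudocount. Of 29 in the subset, 28 were kept with 0.01 and 26 with 1.

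Without a minimum for the higher value the numbers past the rule rose by construction, to 532, 419, 431, 781, 572, 854, 976, 2556 and 1620 in all cells and to 774, 883 and 945 in the subset, and genes in every compared cluster to 108 higher and 48 lower. With a higher value of at least 2 they fell to 78, 27, 38, 110, 62, 51, 109, 185 and 168 in all cells and to 119, 83 and 137 in the subset, and genes in every cluster to 5 higher and 1 lower. With a size of at least 2 they were 128, 95, 157, 127, 111, 167, 219 and 142 in clusters 0, 2, 3, 4, 5, 6, 7 and 10 of all cells, and 164, 152 and 165 in the subset. Cluster 1 changed less.

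The side with more genes past the rule changed between settings in the fibroblast-like cluster, with 97 higher and 60 lower at a size of at least 2 but 38 and 72 at a higher value of at least 2, and in subset cluster 0, with 100 and 64 but 44 and 75. In subset cluster 2, even at 172 and 172, these settings gave 95 and 57 but 32 and 51. A higher value of at least 2 also changed the side in clusters 4 (26 and 36), 5 (29 and 22) and 6 (48 and 61) of all cells and in subset cluster 3 (64 and 73). After the subtraction there were more lower genes in clusters 4 (57 and 65), 6 (87 and 177) and 7 (393 and 438), where more had been higher. Some other settings changed the side too, and only clusters 0, 1, 2 and 10 of all cells kept 1 side throughout. Centring on the median difference moved the number past the rule by more than a factor of 1.5 only in cluster 10, to 377, where the median over genes was 0.499. Other clusters changed less. The part higher in the ligated library there was 58.36% after centring and 65.54% when mitochondrial, ribosomal protein and haemoglobin genes were left out and the columns rescaled, a fall of 33.1 and 26.0 points. All 68 and 29 list calls were kept with centring. With the rescaling 57 and 27 were kept, and 8 and 2 gave no value.

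Without genes listed in 1 library only, the numbers past the rule were 160, 60, 87 and 152 in clusters 0, 1, 2 and 4 of all cells, by construction, and 5 other clusters and all 3 of the subset changed less. Genes in every cluster were 16 higher and 1 lower. Of the list calls 67 and 28 were kept.

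With the subtraction added, these numbers were 138, 49, 86 and 122, and genes in every cluster were 10 higher and 0 lower. The part higher in the ligated library fell by 15.0 points to 33.85% in cluster 5, by 19.3 to 32.95% in cluster 6 and by 11.3 to 38.72% in subset cluster 2. Lists above random lists numbered 28 in all cells and 12 in the subset. In all cells 42 calls were kept, 13 moved inside, 3 changed side and 10 gave no value, and in the subset 21, 5, 1 and 2 did. List medians changed sign in the T cell-like cluster for matrix (-0.043) and class II genes (-0.453), in the second endothelial-like cluster for complement (-0.128), in the macrophage-like cluster for matrix (-1.18) and in the mural-like cluster for salivary genes (-0.0995). They also did in the ductal-like cluster for TGF-beta and BMP (-0.0553), haemoglobin (0.879) and mitochondrially encoded genes (-0.45), and in the erythroid-like cluster for matrix (-0.101). In subset cluster 0 complement became -0.00962. In subset cluster 2 TGF-beta and BMP became -0.445 and immediate early genes -0.134, while matrix (-0.665) and contractile genes (-0.577) kept their sign. Klk1, Dcn, Id2 and Cd74 reversed there, to -1.18, -1.86, -1.46 and -0.725. Here the share of mural-like cluster 6 (22.8%) took away 5.686, 2.432, 1.205 and 2.743 for these genes, more than their ligated values of 3.083, 1.223, 0.5059 and 1.081, so the reversals come from the subtraction setting these values to 0. With the share measured in the subset clusters themselves (5.62% in cluster 2), of the list calls 26 of 29 were kept and 3 moved inside, no list median called outside changed sign, and of the named genes only Ccl5 in cluster 2 reversed (-0.713), again by more being taken away (2.207) than was there (2.05).

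With a list gene mean of at least 0.5, lists above random lists numbered 18 in all cells and 9 in the subset. Of the calls in all cells 32 were kept, 14 moved inside and 22 gave no value, and in the subset 17 were kept, 9 moved inside and 3 gave no value. Medians changed sign for matrix in the endothelial-like (-0.0253) and macrophage-like (-0.13) clusters, cell cycle in the T cell-like (-0.117), complement in the fibroblast-like (-0.161) and inflammatory genes in the mural-like cluster (-0.454). In the subset this happened for TGF-beta and BMP in cluster 0 (-0.0238) and cluster 2 (-0.122) and for inflammatory genes in cluster 3 (-0.693), and matrix in cluster 2 was -0.377.

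Without a minimum for list genes, medians changed sign for salivary genes in the fibroblast-like (0.0102) and second endothelial-like (-0.0645) clusters and in subset cluster 0 (0.0215), and for basement membrane in the erythroid-like cluster (0.0857). Matrix in subset cluster 2 was -0.0929. Of the calls 61 and 26 were kept. With the mean over the list, basement membrane in the erythroid-like cluster was 0.0012, matrix 0.412 in subset cluster 0 and -0.0219 in subset cluster 2, and contractile -1.02 and TGF-beta and BMP -0.00803 in subset cluster 2. Of the calls 55 and 22 were kept. With 10 bins all 68 and 29 were kept.

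Least squares and the median ratio gave the same ligated share of each cluster's cells, to the digits printed, in all 17 clusters. The cell numbers themselves were computed from the least squares weight only. Genes past the rule in whole library means were 199 with the mock library's composition and 202 with equal weight for every cluster, against 478 with each library's own.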

Other observations

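The tests in this part were all chosen after the results had been seen.

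Genes listed at 0 in every cluster of 1 library only may be the same genes under different symbols, if the libraries were counted against different annotation releases. With both libraries at the mock cell mix, paired symbols differed by a median of 0.13 in size on the log2 scale, against 0.85 for random pairs, and their levels had a Spearman correlation of 0.937. These values fit the explanation. It does not cover every such gene: 91 of the 113 mock-only symbols had a partner, and Gas5 was not among the pairs. The test that would separate the cases is counting both libraries against 1 annotation, which was not done here.

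Genes above 0 in both libraries that passed the size rule the same way in every compared cluster could reflect reads of overlapping genes assigned differently in the 2 libraries. Of 17 such genes, 64.7% share exon sequence with another gene on the same strand, against 12.4% of genes expressed in every compared cluster, which fits. The other 6 genes, among them Klk1, Gzmc and Atp6v0c, do not share sequence and need another account.

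Markers of other cell types were higher in the ligated library in nearly every cluster, which RNA from other cells in the droplets could produce. Across 55 marker genes the library difference and the difference in clusters of other types had a Spearman correlation of 0.74, which fits. Against a simple version stands that 13 of 19 markers with a lower library mean in the ligated library were still higher there in clusters of other types. A larger amount of such RNA in the ligated library would fit both, and so would doublets. These were not told apart.

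Subset clusters 1 and 3 mixed cells of several types, which droplets holding 2 cells could produce. Median UMI totals of fibroblast-like and mural-like cells in these clusters were higher than those of the same types in subset clusters 0 and 2, with a lowest ratio of 1.41, which fits. Against all recovered cells of their type, the fibroblast-like cells had ratios of 1.21 in cluster 1 and 1.07 in cluster 3 and the mural-like cells 1.70 and 1.65, so the size of the rise depends on the reference. That reference kept only totals given by at least 2 genes, while a traced total could rest on 1. Ratios on it therefore compare unlike totals. On that reference natural killer-like cells in cluster 1 had a ratio of 0.80, T cell-like cells 0.804 and macrophage-like cells 1.18, and in cluster 3 the endothelial-like cells had 0.799 and the second endothelial-like cells 1.35. No traced reference exists for these types, so the natural killer-like ratio decides nothing. The ligated share of cluster 1 over the mock share was 6.44 and a value of 5.96 was predicted from the cell numbers, which fits, but that of cluster 3 was 0.66 against a predicted 1.34, which goes against it. Recovered totals are a biased sample, so the ratios carry that limit too.

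The rise of fibrillar matrix genes in subset cluster 3 could come from more fibroblast RNA per cell in this cluster of the ligated library. Fibroblast markers outside the list had a median of 0.66, with 5 of 6 higher, while mural markers had -0.62, in the direction predicted. The fibroblast markers ranged from -0.975 to 3.38, and their median is below the 1.54 of the matrix list, so more fibroblast RNA is not shown to account for the whole rise. It is also open whether that RNA came from a second cell in the droplet or from the cells themselves.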
